A study of Mus musculus with 12 samples.

How the data were processed

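The samples were 12 whole uteri of female Swiss Webster mice, an outbred wild-type stock, aged 8 to 12 weeks per the series' design text. Each animal was assigned by the authors to a stage of the estrous cycle, which in the mouse runs from proestrus through estrus and metestrus to diestrus and back. The labels put 3 uteri in each stage, and every sample was placed in its group by its estrous cycle stage label. The number in the title served as the replicate number, so that proestrus held replicates 1, 2 and 3, estrus and diestrus 3, 4 and 5, and metestrus 5, 6 and 7. No label said how the stage of an animal was determined, at what time of day it was dissected or in which batch it was processed.

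Polyadenylated RNA was profiled with 3' TagSeq, a method that reads a short stretch near the 3' end of each transcript, so that a transcript gives about the same number of reads whatever its length. Per the labels' protocols, 100 ng of total RNA was heat-fragmented and reverse transcribed with a template-switching oligo, the cDNA was amplified and indexed by PCR, and the pooled libraries were size-selected between 355 and 550 bp. No molecular identifiers were described, so PCR copies of a molecule could not be removed, and the detection floors given here cover counting error only. The ± values are SDs over the uteri of a stage or SEs of the fitted model, and both include differences between animals.

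The authors deposited 1 table per sample with 119414 transcripts as rows. The deposited estimated counts were not whole numbers in 66.9% of the cells above 0 and were not scaled, per the file headers and the values. The deposited TPM values were the estimated counts divided by the effective length and scaled to the same total in every sample, per the file headers and a recalculation. The effective length column, in bases, was also the authors' own and differed between samples. The column names are those written by kallisto, but neither the labels nor the headers named the program, its version, its options, the transcript set or the use of strand.

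Transcript identifiers were matched, without their version, to the GENCODE M21 annotation of the GRCm38 assembly, which was the annotation at hand and need not be the one the authors used. Of the 119414 transcripts, 116640 (97.7%) matched, and 99.7% of those had the same length in both. The 2774 that did not match held 0.619% to 0.774% of each sample's estimated counts and were left out of the tests and library sizes. Estimated counts were summed over the transcripts of each gene, giving 35896 genes, and rounded to whole numbers. Gene coordinates are 1-based GRCm38 positions from GENCODE M21.

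The total per sample ran from 1652841 to 2200563 estimated counts. A count of 3, the upper limit that a count of 0 allows, corresponded to 1.37 to 1.83 CPM (counts scaled by library size) depending on the sample, and a group in which every library lay at or under that floor is given only as a lower bound on the fold difference.

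Genes with too few counts were removed with edgeR's filterByExpr by stage, which left 12052 genes. Library sizes were scaled with TMM factors, which lay between 0.908 and 1.05, and a negative binomial quasi-likelihood model with 1 coefficient per stage and no other covariate was fitted to all 12 samples, so that the stages shared 1 estimate of the spread (biological coefficient of variation 20.6%). An F test over the stages and 6 two-sided contrasts between pairs of stages were computed in edgeR 4.0.16 (R 4.3.3), each adjusted by Benjamini-Hochberg over the 12052 genes, with an adjusted p-value under 0.05 counted as a difference. Log2 CPM values used a prior count of 2, and CPM values were scaled with the TMM factors.

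Separation of the stages was measured as the PERMANOVA pseudo-F on Euclidean distances of log2 CPM over the 500 genes with the largest variance across samples, and its exact p-value was taken over all 15400 partitions of the 12 samples into groups of 3. The stage with the highest mean log2 CPM was recorded for each gene with a difference in the F test.

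Gene lists were written from general knowledge of uterine biology. There were 14 lists about the tissue, of estrogen-responsive, progesterone-responsive, proliferation, neutrophil, eosinophil, macrophage, lymphocyte and natural killer, fibrillar matrix, matrix protease and inhibitor, smooth muscle, epithelial, gland, endoplasmic reticulum folding and cholesterol synthesis genes. Another 8 lists addressed technical questions, namely circadian clock, ovary, oviduct, adipocyte, stratified squamous epithelium, red blood cell, skeletal muscle and immediate early genes. Lists with at least 2 tested genes were tested with camera (limma 3.58.1, preset correlation 0.01) in all 6 contrasts, with Benjamini-Hochberg adjustment over the 114 combinations of list and contrast. Beside each list the number of its genes with an adjusted p under 0.05 is given over all genes tested and adjusted over the list alone. A list of hypoxia-inducible genes and a list of NF-kappaB target genes were added after gene results had been seen.

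Genes named in the text followed a rule. For each of the 4 contrasts between successive stages these were the 3 genes with the highest and the 3 with the lowest log2 fold change among those with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the stages. To these were added the 5 genes with the smallest p in the F test, the 2 genes with the smallest p in each list, and the receptor genes Esr1 and Pgr. Predicted genes without a symbol of their own were passed over. The stage mapping, the design, the lists, the naming rule and all alternatives except 1 were fixed before the data were examined.

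The alternatives were size factors by relative log expression, library totals without factors, no filter on low counts, a minimum mean of 50 counts, DESeq2 1.42.0, limma-voom with sample quality weights, counts scaled from TPM by transcript length, protein-coding genes only, an added 2-fold minimum, fits to the 6 samples of a pair of stages, fits that left out each of the 12 samples in turn, and for estrus and diestrus the replicate number as a block. Distances were recomputed over 2000 genes, over all tested genes and with a prior count of 0.5, and lists were retested with fry and with camera's estimated correlation. The omission of transcripts holding an uninterrupted run of 30 or more A or T bases was the alternative chosen after the data had been seen.

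Each procedure was tested on simulated data. Counts for the 12052 genes were drawn from the observed means, spreads and library sizes with 200 genes changed by known amounts. After filtering, 11758 genes were tested, and edgeR recovered 143 of the 200 changed genes (71.5%, and 94.4% of those changed 4-fold) with 8 false calls and 0 calls in an unchanged contrast. DESeq2 recovered 75.5% and limma-voom 68.5%. Among 22 simulated lists, camera called the raised list with an adjusted p of 6.67e-11 and 0 of the others. Genes were drawn independently of each other there, so that simulation cannot show how camera behaves with lists of correlated genes. Distances, principal components and exact tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

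Replicates were compared before averaging. The chi-square statistic per degree of freedom between replicate counts lay between 3.05 and 14.0, and every uterus was counted as a separate replicate. Sequence shared with other genes was searched for every named gene in the transcript set, and genes that overlap or share sequence with another gene are given as uncertain. The search covered only the 3' end of the most counted transcript of a gene. The share given is that of its short stretches found, on either strand, in transcripts of other genes, and the gene sharing most is named. Splice forms, variants and reads were not analysed here.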

Results

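The uterus of the mouse is remodelled within days as circulating estrogen and progesterone rise and fall, and the series addressed how its transcripts change over that cycle. Whole uteri of 12 mice, 3 in each of proestrus, estrus, metestrus and diestrus, were profiled with 3' TagSeq, in which each read stands for the 3' end of a polyadenylated transcript. Samples are named here by stage and replicate number. The depth was modest, between 1652841 estimated counts in metestrus replicate 6 and 2200563 in estrus replicate 5, and 15741 to 16557 genes had at least 1 count in a sample. After the filter on low counts, 12052 genes were tested. A count of 3 corresponded to between 1.37 and 1.83 CPM, so that genes below about that level could not be told from undetected ones in single libraries.

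Proestrus, estrus and diestrus samples lay closer on average to their own stage than to any other, and the 3 metestrus samples did not. Over the 500 most variable genes, 63.3% of the squared distance between samples lay between stages (pseudo-F 4.61, exact permutation p = 0.00013 over all 15400 partitions, n = 3 per stage). The alternative that moved this value most was the use of all tested genes, with a pseudo-F of 3.42. The first principal component held 45.5% of the variance and ran from diestrus to estrus, and the second held 19.3% and set proestrus apart from the other stages. Mean distances between samples of a stage were 28.8 in proestrus, 29.3 in estrus and 34.1 in diestrus, against 46.3 in metestrus (log2 CPM units). Correlations of log2 CPM between metestrus samples lay between 0.897 and 0.910, and those within the other stages between 0.939 and 0.957.

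**Figure D1:**
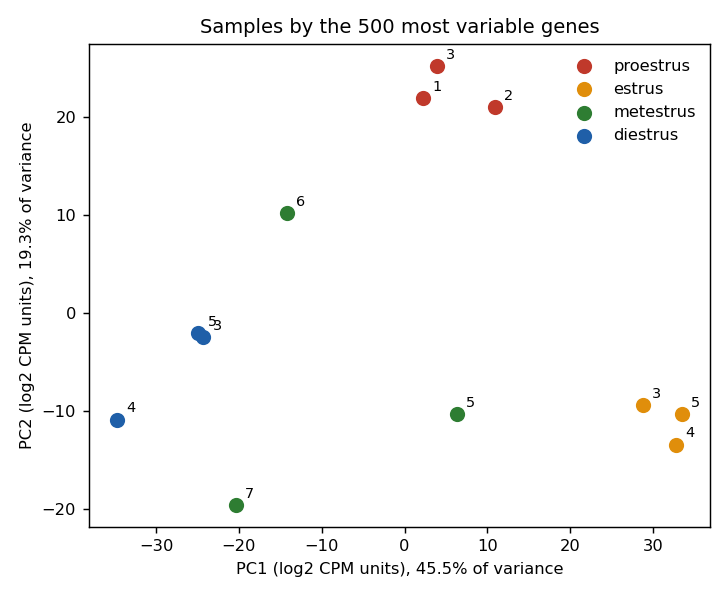
Each point is 1 uterus, placed by the first and second principal components of log2 CPM over the 500 most variable genes (horizontal axis 45.5% and vertical axis 19.3% of the variance), coloured by stage and labelled with its replicate number. The 3 estrus samples sit between 28.8 and 33.5 on the first component, whereas the 3 metestrus samples spread from -20.4 to 6.28.

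A difference anywhere in the cycle was found for 2793 of the 12052 genes (edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05). The alternative that moved this count most was a minimum mean of 50 counts, which gave 1844 genes. Expression was highest in estrus for 1308 of the 2793 genes, in diestrus for 686, in proestrus for 642 and in metestrus for 157. Single libraries moved the metestrus number most, to 362 without metestrus replicate 5, 377 without metestrus replicate 6 and 81 without proestrus replicate 2. It was also 97, 90, 104 and 89 without proestrus replicates 1 and 3 and estrus replicates 4 and 5. The estrus number fell to 847 without estrus replicate 4, and the proestrus number to 426 and 402 without proestrus replicates 2 and 3.

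The 5 genes with the smallest p in the F test were protein-coding and peaked in estrus, each with all 3 estrus samples above all samples of metestrus and diestrus. Prom1 (ENSMUSG00000029086, chromosome 5, 43993620 to 44102032) rose from 32.7 ± 7.94 CPM in proestrus to 193 ± 32.9 CPM in estrus and stood at 32.5 ± 2.53 in metestrus and 19.2 ± 2.85 in diestrus (SD, n = 3 each; edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p = 1.31e-06). Ier3 (ENSMUSG00000003541, chromosome 17, 35821684 to 35822923) measured 46.1 ± 5.96, 218 ± 51.3, 35.8 ± 9.25 and 12.3 ± 1.86 CPM in the order of the cycle (adjusted p = 1.45e-06). Tmprss4 (ENSMUSG00000032091, chromosome 9, 45172726 to 45204092) measured 53.3 ± 5.59, 102 ± 9.82, 28 ± 6.31 and 11.6 ± 0.796 CPM (adjusted p = 2.63e-06). Padi1 (ENSMUSG00000025329, chromosome 4, 140812983 to 140845778) measured 136 ± 29.7, 157 ± 47.7, 24.9 ± 10.2 and 3.76 ± 0.834 CPM (adjusted p = 8.23e-06), with estrus within the spread of proestrus. Trpv6 (ENSMUSG00000029868, chromosome 6, 41620624 to 41636405) measured 46.2 ± 13.5, 239 ± 43.0, 33.3 ± 14.7 and 1.77 ± 1.55 CPM (adjusted p = 1.06e-05).

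**Figure D2:**
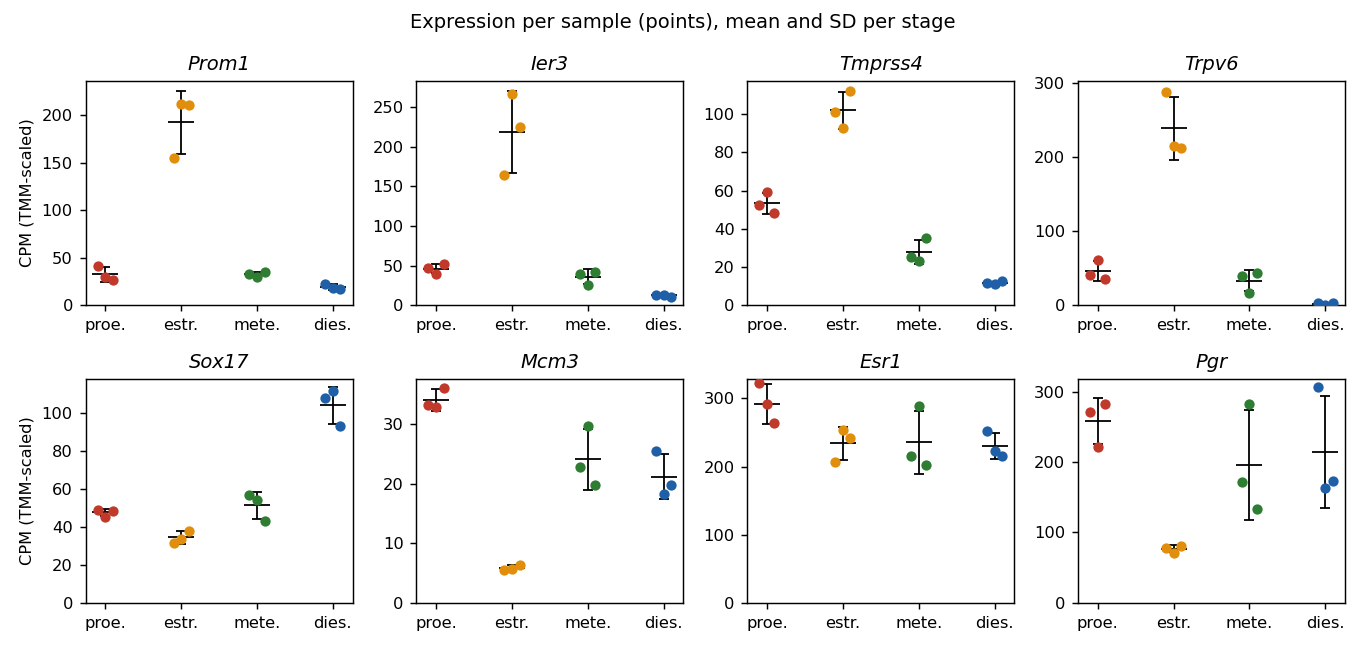
Expression in CPM (vertical axis, TMM-scaled) of 8 named genes, with 1 point per uterus in the order of the cycle and the mean and SD of each stage as bars. By stage means, Prom1, Ier3, Tmprss4 and Trpv6 stand highest in estrus, Sox17 in diestrus at 104 CPM, Mcm3 lowest in estrus at 5.90 CPM, and Esr1 lies between 230 and 292 CPM.

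The numbers of genes that differed between pairs of stages varied widely over the 6 contrasts, and so did their dependence on the processing. Estrus and proestrus differed in 2064 genes, metestrus and estrus in 911, diestrus and metestrus in 27, proestrus and diestrus in 1028, metestrus and proestrus in 519, and diestrus and estrus in 2744 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). In all, 3847 genes differed in at least 1 of the 6 contrasts, and 2757 of these also differed in the F test. In proportion, the count for diestrus against metestrus moved most with the alternatives. It was 256 without a filter on low counts, and 0 in the fit to the 6 samples of these stages alone, with 901 genes there at an unadjusted p under 0.05. Such fits gave 299 genes for metestrus against estrus and 42 for metestrus against proestrus. The fit to all samples shared 1 estimate of the spread, which may be too small for metestrus. Contrasts with metestrus may therefore hold too many calls. The median log2 fold change over all tested genes stayed within 0.07 of 0 in every contrast under each scaling tried.

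**Figure D3:**
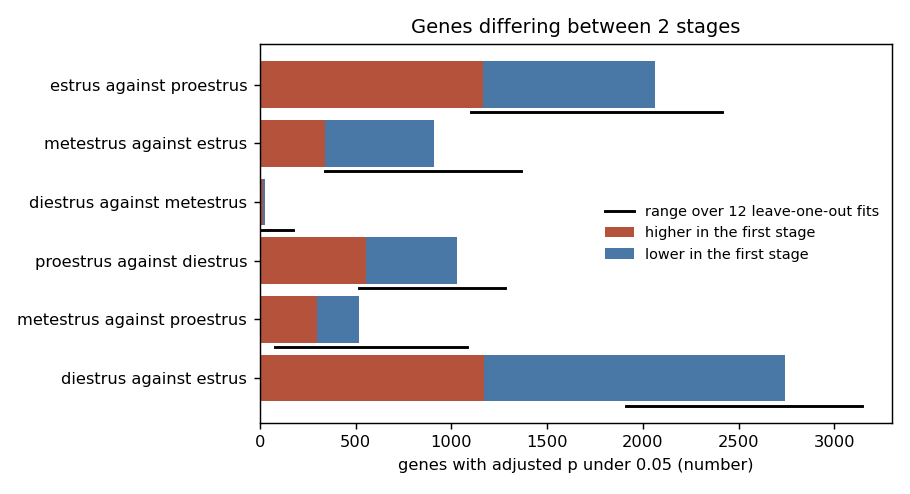
Number of genes with an adjusted p under 0.05 (horizontal axis) in each of 6 contrasts, split into genes higher and lower in the stage named first, with a black line for the range over 12 fits that each left out 1 sample. Diestrus against estrus gives the longest bar (2744 genes) and diestrus against metestrus the shortest (27 genes, 5 to 173 over the 12 fits).

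From proestrus to estrus, 1165 genes rose and 899 fell, and 1082 of the 2064 changed at least 2-fold. The count dropped to 1103 without proestrus replicate 3, 1227 without proestrus replicate 1, 1217 without estrus replicate 4 and 1233 without estrus replicate 5. Of the named genes that rose, Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had 0 counts in the 3 proestrus samples and 20.4 ± 9.16 CPM in estrus (SD, n = 3), at least 11.9-fold higher (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.000799, higher in 3 of 3 estrus samples). Tmem140 (ENSMUSG00000057137, chromosome 6, 34863146 to 34874946) went from 0.370 ± 0.321 to 71.7 ± 19.8 CPM, at least 41.9-fold (adjusted p = 0.000413, higher in 3 of 3). Tmem140 is given as uncertain because 47.0% of the 3' end of its transcript is shared with the overlapping gene Cyren. Pdia6 (ENSMUSG00000020571, chromosome 12, 17266545 to 17284770) went from 0.570 ± 0.988 to 57.0 ± 35.4 CPM, at least 33.3-fold (adjusted p = 0.0107, higher in 3 of 3). Its call was lost without proestrus replicate 3 (adjusted p = 0.0523), and it overlaps Atp6v1c2 on the opposite strand, so its level is uncertain too. Of the genes that fell, Nppc (ENSMUSG00000026241, chromosome 1, 86666291 to 86670571) went from 112 ± 28.6 to 2.27 ± 1.26 CPM, with a log2 fold change of -5.64 ± 0.76 (SE; adjusted p = 0.000547, lower in 3 of 3). Ptpn5 (ENSMUSG00000030854, chromosome 7, 47077795 to 47133684) went from 76.9 ± 11.8 to 2.35 ± 0.107 CPM, with a log2 fold change of -5.00 ± 0.92 (adjusted p = 0.00321, lower in 3 of 3). Nrk (ENSMUSG00000052854, chromosome X, 138914430 to 139010532) went from 36 ± 9.31 to 1.10 ± 0.165 CPM, at least 19.4-fold lower (adjusted p = 0.00198, lower in 3 of 3). Nrk is uncertain because 5.75% of the 3' end of its transcript is shared with Enah.

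From estrus to metestrus, 341 genes rose and 570 fell. Leaving out 1 library moved the 911 calls to at most 1364, without metestrus replicate 5, and at least 339, without estrus replicate 5. The count was also 515 without estrus replicate 3, 431 without estrus replicate 4 and 456 without metestrus replicate 6. Slc6a2 (ENSMUSG00000055368, chromosome 8, 92960079 to 93001667) rose from 0.908 ± 0.333 to 29.9 ± 38.4 CPM, at least 16.1-fold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0195, higher in 3 of 3 metestrus samples). Metestrus replicate 7 alone held 73.9 CPM, the mean without it was 7.87 CPM, and the call was lost without estrus replicates 3 (adjusted p = 0.0591), 4 (0.0710) or 5 (0.0824). Bpifb5 (ENSMUSG00000038572, chromosome 2, 154223742 to 154240902) rose from 0.977 ± 1.32 to 17.1 ± 9.67 CPM, a log2 fold change of 4.12 ± 0.83 (SE; adjusted p = 0.00955, higher in 3 of 3), and lost its call without estrus replicate 5 (adjusted p = 0.0563). Its estrus mean was 0.229 CPM without estrus replicate 3. Dleu7 (ENSMUSG00000048281, chromosome 14, 62276231 to 62293047), which overlaps Rnaseh2b on the opposite strand and is uncertain for that reason, rose from 0.550 ± 0.0826 to 10.4 ± 6.29 CPM, at least 5.58-fold (adjusted p = 0.00304, higher in 3 of 3). Sprr2d (ENSMUSG00000042212, chromosome 3, 92339140 to 92340873) fell from 53.8 ± 28.3 to 0.346 ± 0.599 CPM, at least 28.4-fold (adjusted p = 0.000153, lower in 3 of 3). Sprr2d shares 4.04% of the 3' end of its transcript with Sprr2f, which makes its level uncertain. Metestrus replicate 5 held its only metestrus counts, without which the mean was 0 CPM. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) fell from 42.8 ± 20.2 to 0.383 ± 0.337 CPM, at least 22.6-fold (adjusted p = 0.000161, lower in 3 of 3). Chil1 (ENSMUSG00000064246, chromosome 1, 134182176 to 134190181) fell from 152 ± 169 to 2.69 ± 2.43 CPM, a log2 fold change of -5.78 ± 0.96 (adjusted p = 0.00327, lower in 3 of 3). Estrus replicate 4 held 342.61 CPM of Chil1, and without it the estrus mean was 56.5 CPM, while the metestrus mean was 1.35 CPM without metestrus replicate 7.

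Between metestrus and diestrus 27 genes differed, 16 higher and 11 lower in diestrus, although 1361 genes had an unadjusted p under 0.05. Leaving out 1 library moved the count to between 5 and 173. It was 173 without metestrus replicate 6, of which 27 were among the genes called with all samples, 83 without metestrus replicate 7 and 5 without diestrus replicate 4. In the other 9 such fits it lay between 11 and 16, more than 1.5-fold below 27. Acot7 (ENSMUSG00000028937, chromosome 4, 152178134 to 152271855) stood at 16.8 ± 3.79 CPM in metestrus and 99.0 ± 83.7 in diestrus, a log2 fold change of 2.57 ± 0.47 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0443, higher in 3 of 3 diestrus samples). The diestrus mean of Acot7 was 50.8 CPM without diestrus replicate 4. Tmem132c (ENSMUSG00000034324, chromosome 5, 127241808 to 127565793) rose from 28.4 ± 5.79 to 110 ± 23.2 CPM, a log2 fold change of 1.94 ± 0.27 (adjusted p = 0.0111, higher in 3 of 3). Gstm2 (ENSMUSG00000040562, chromosome 3, 107981702 to 107986453) rose from 48.5 ± 11.6 to 181 ± 108 CPM, a log2 fold change of 1.91 ± 0.35 (adjusted p = 0.0443, higher in 3 of 3). Gstm2 is uncertain because 7.02% of the 3' end of its transcript is shared with Gm6665. Trpv6 changed by -4.22 ± 0.56, Padi1 by -2.70 ± 0.42 and Ier3 by -1.53 ± 0.25 on the log2 scale (adjusted p = 0.0111, 0.0194 and 0.0322, each lower in 3 of 3). The calls of Acot7 and Gstm2 were each lost in 9 of the 12 fits that left out 1 library, with adjusted p-values up to 0.116 for Acot7 and 0.107 for Gstm2, both without metestrus replicate 5. Ier3 lost its call in 6 of these fits and Padi1 in 4, with adjusted p-values up to 0.116 and 0.0848, both without diestrus replicate 5. With counts scaled from TPM, the adjusted p-values of Acot7, Tmem132c, Gstm2 and Ier3 were 0.0681, 0.108, 0.0681 and 0.0542, so that of the 6 genes Trpv6 and Padi1 stayed under 0.05. Slc6a2, not called with all samples (adjusted p = 0.704), was called without metestrus replicate 7 (log2 fold change 2.74, adjusted p = 0.0253). The share of higher genes among the calls, 59.3% of 27 with TMM factors, was 81.2% of 32 with library totals and 88.9% of 9 with limma-voom. It was 31.4% of 153 with DESeq2 and 33.2% of 256 without a filter.

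From diestrus to proestrus, 557 genes rose and 471 fell. The share of genes that rose, 54.2%, was 47.9% of 1010 genes with library totals. The count of 1028 was 519 without proestrus replicate 2, 636 without proestrus replicate 3, 609 without diestrus replicate 4 and 681 without diestrus replicate 5. Aoc1 (ENSMUSG00000029811, chromosome 6, 48872896 to 48909188) had 0 counts in diestrus and 18.9 ± 7.04 CPM in proestrus, at least 11.1-fold higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00391, higher in 3 of 3 proestrus samples). Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) rose from 0.377 ± 0.654 to 15.1 ± 3.68 CPM, at least 8.89-fold (adjusted p = 0.00207, higher in 3 of 3), with its only diestrus counts in replicate 5, so that the diestrus mean without it was 0 CPM. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) rose from 29 ± 16.2 to 1024 ± 264 CPM, a log2 fold change of 5.15 ± 0.89 (SE; adjusted p = 0.00304, higher in 3 of 3). Cxcl15 (ENSMUSG00000029375, chromosome 5, 90794534 to 90803067) fell from 31.3 ± 12.5 CPM to 0 counts, at least 18.3-fold (adjusted p = 0.000917, lower in 3 of 3). Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) fell from 30.2 ± 28.3 CPM to 0 counts, at least 17.6-fold (adjusted p = 0.0375, lower in 3 of 3). Diestrus replicate 4 held 62.8 CPM of Acod1, the mean without it was 13.9 CPM, and the call was lost in 6 of the 12 fits that left out 1 library, with adjusted p-values up to 0.118 without that replicate, and with counts scaled from TPM (0.0527). Slc6a2 fell from 50.9 ± 14.5 to 1.25 ± 1.09 CPM, a log2 fold change of -5.27 ± 1.03 (adjusted p = 0.00582, lower in 3 of 3). Its proestrus mean was 1.87 CPM without proestrus replicate 2.

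Opposite stages of the cycle were compared as well. Diestrus and estrus differed most, with 1172 genes higher and 1572 lower in diestrus, and no single library moved that count of 2744 outside 1913 to 3146. The share of higher genes depended on the scaling, being 42.7% with TMM factors and 51.6% of 2632 genes with library totals. Metestrus and proestrus differed in 519 genes, 300 higher and 219 lower in metestrus (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). That count was 1080 without metestrus replicate 6, 211 without metestrus replicate 7, and 188, 78 and 108 without proestrus replicates 1, 2 and 3, as well as 333 without estrus replicate 5 and 342 without diestrus replicate 3.

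Some genes that changed on entry into estrus changed back on leaving it. Of the 1165 genes that rose from proestrus to estrus, 303 fell from estrus to metestrus, and of the 899 that fell, 198 rose. Because both contrasts used the same 3 estrus samples, some overlap arises by chance. In 20 simulations no gene differed between any stages, and the genes ranked highest were taken at the observed numbers of calls. These gave a mean of 209 and at most 228 for the first overlap and a mean of 151 and at most 165 for the second. Both observed overlaps were larger, so sharing the estrus samples does not by itself account for them in this setting. The simulations drew genes independently and with the same spread in every stage, which the data need not follow. How many of the 303 and 198 genes arose by chance stays open.

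Changes in groups of genes were examined with 22 lists, of which 19 had enough tested genes for a set test. Of the 114 combinations of list and contrast, 41 had an adjusted p under 0.05 (camera on the edgeR fit, preset correlation 0.01, Benjamini-Hochberg). The alternative that moved this most was camera with the correlation estimated from each list, under which 0 of the 41 remained, with 24 of the 114 at an unadjusted p under 0.05. Under fry, 28 of the 41 remained. The 13 that did not were proliferation genes in all contrasts but estrus against proestrus, smooth muscle genes from estrus to metestrus, immediate early genes from proestrus to estrus, macrophage genes between proestrus and diestrus, progesterone-responsive genes between metestrus and proestrus, and estrogen-responsive, neutrophil, epithelial and endoplasmic reticulum folding genes between diestrus and metestrus.

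The estrogen-responsive list held 12 genes, all tested, of which 11 differed in the F test and 12 when adjusted over the list alone. From diestrus to proestrus its median log2 fold change was 2.20 (camera, Benjamini-Hochberg adjusted p = 2.66e-09, 10 of 12 genes higher, all 3 proestrus samples above all 3 diestrus samples). From estrus to metestrus it was -2.04 (camera adjusted p = 6.5e-05, all 3 metestrus samples lower). In that contrast 8 genes were called, 6 lower and 2 higher in metestrus, and 10 when adjusted over the list alone. Between diestrus and estrus the median was -2.83 (camera adjusted p = 4.37e-06, all 3 diestrus samples lower). From proestrus to estrus, 8 of the 12 genes were higher with a median of 0.58, which did not pass the threshold (camera adjusted p = 0.673). From metestrus to diestrus the median was -1.06 (camera adjusted p = 7.87e-05), and without metestrus replicate 5 it was -0.26. Between metestrus and proestrus it was -0.74 (camera adjusted p = 0.000126, all 3 metestrus samples lower), and -1.86 without metestrus replicate 5. Padi1 and Lcn2 were the 2 members with the smallest p.

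The progesterone-responsive list, with 10 of 13 genes tested and all 10 differing in the F test both over all genes and when adjusted over the list alone, moved the other way. Its median fell by 2.98 from diestrus to proestrus (camera, Benjamini-Hochberg adjusted p = 1.07e-11, 0 of 10 genes higher, all 3 proestrus samples lower), or by 2.68 with the 3 genes at the detection floor set to their bound. It was 3.36 higher in diestrus than in estrus (2.74 with bounds, camera adjusted p = 2.19e-09, 10 of 10 genes higher) and 0.76 higher in diestrus than in metestrus (camera adjusted p = 2.34e-08, 8 of 10 genes higher). From estrus to metestrus it rose by 2.67 (2.36 with bounds, camera adjusted p = 2.87e-05, 10 of 10 genes higher), and between proestrus and metestrus by 2.17 (1.83 with bounds, camera adjusted p = 0.00078). These last values rested on metestrus replicate 7, without which the medians were 0.78 and 0.59. The difference between metestrus and diestrus was 1.95 without metestrus replicate 7, 0.47 without metestrus replicate 5, 0.46 without metestrus replicate 6 and 0.37 without diestrus replicate 4. The member with the smallest p was Sox17 (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354), at 104 ± 9.77 CPM in diestrus against 47.5 ± 1.98 in proestrus, followed by Ihh (ENSMUSG00000006538, chromosome 1, 74945315 to 74951672), at 17.5 ± 4.08 CPM in diestrus and at least 9.41-fold lower in estrus.

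**Figure D4:**
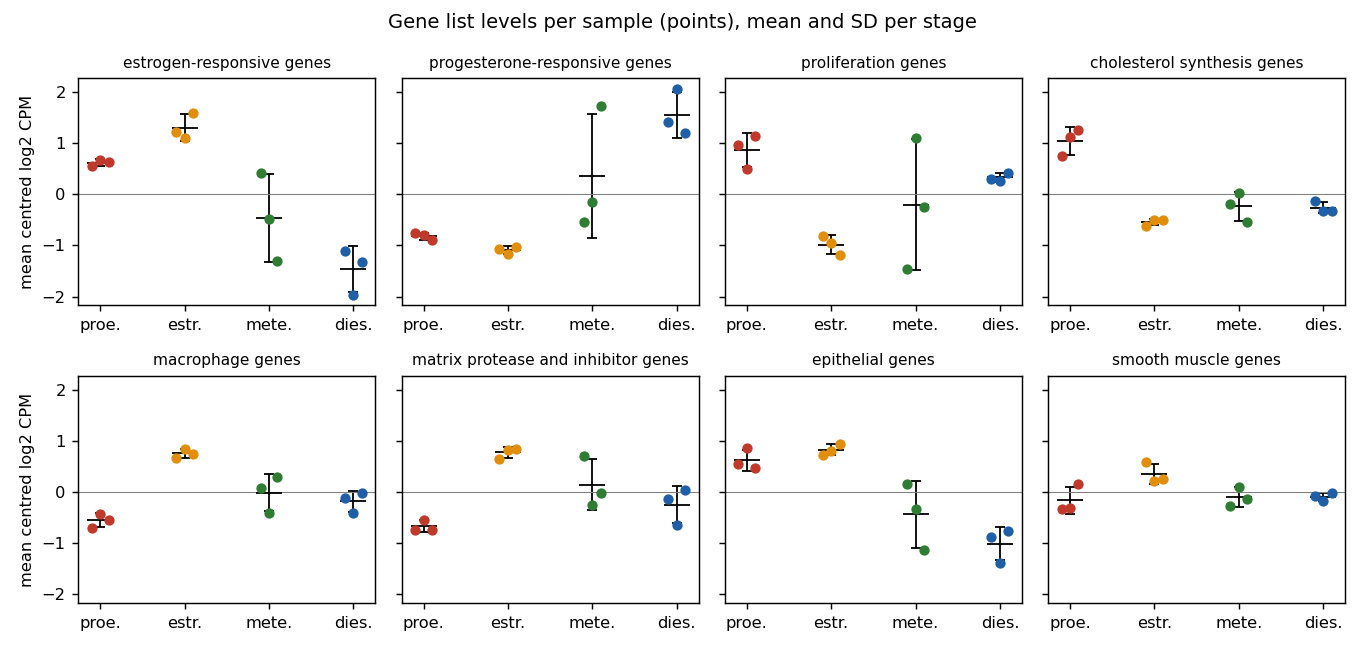
Level of 8 gene lists per uterus (vertical axis, mean over the genes of log2 CPM after centring each gene on its mean over the 12 samples), with 1 point per uterus and the mean and SD of each stage as bars. Estrogen-responsive genes stand highest in estrus (1.30) and lowest in diestrus (-1.47), progesterone-responsive genes highest in diestrus (1.56), proliferation and cholesterol synthesis genes highest in proestrus, and metestrus shows the widest spread in 7 of the 8 lists.

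Genes of cell division and of cholesterol synthesis fell together on entry into estrus. All 20 proliferation genes were lower in estrus than in proestrus, with a median log2 fold change of -2.06 (camera, Benjamini-Hochberg adjusted p = 2.64e-15), 15 called over all genes and 19 when adjusted over the list alone, and all 3 estrus samples below all 3 proestrus samples. In the F test 10 of the 20 differed, and 15 when adjusted over the list alone. Mcm3 (ENSMUSG00000041859, chromosome 1, 20802968 to 20820312) fell from 34.0 ± 1.76 to 5.90 ± 0.450 CPM and Pcna (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) from 110 ± 6.46 to 45.2 ± 4.58 CPM. Pcna is uncertain because 2.55% of the 3' end of its transcript is shared with Pcna-ps2. From estrus to metestrus and from estrus to diestrus the proliferation median rose by 1.38 and 1.5 (camera adjusted p = 9.02e-07 and 6.75e-07, all 20 genes higher in both), the former being 0.36 without metestrus replicate 6. The rise to metestrus was not seen in every uterus. The list level of metestrus replicate 5 was -1.47, below all 3 estrus samples (-1.18 to -0.82). The proliferation median was 0.67 lower in metestrus than in proestrus (camera adjusted p = 4.73e-06), or -1.80 without metestrus replicate 6 and -0.28 without metestrus replicate 5. In that contrast 0 of the 20 genes were called, over all genes or adjusted over the list alone. Between metestrus and diestrus 0 of the 20 were called either way, and the direction turned on single samples. The median was 0.12 with all samples (camera adjusted p = 0.0301), -0.24 without metestrus replicate 5, 1.12 without metestrus replicate 6, -0.01 without metestrus replicate 7, and 0.04 and 0.05 without diestrus replicates 4 and 5. The median of 0.59 from diestrus to proestrus (camera adjusted p = 0.0207) was 0.39 without proestrus replicate 3 (camera adjusted p = 0.0993). There 1 of the 20 genes was called over all genes and 0 when adjusted over the list alone. All 15 cholesterol synthesis genes were lower in estrus than in proestrus, with a median of -1.72 (camera adjusted p = 1.24e-16, 12 called and 13 when adjusted over the list alone), and all 15 were higher in proestrus than in diestrus, with a median of 1.25 (camera adjusted p = 5.19e-16, 12 called and 14 when adjusted over the list alone). They were also lower in metestrus than in proestrus, with a median of -1.47 (camera adjusted p = 1.89e-18), and 14 of the 15 differed in the F test. Idi1 (ENSMUSG00000058258, chromosome 13, 8885501 to 8892451) stood at 40.3 ± 9.47 CPM in proestrus and 2.55 ± 1.78 in estrus, or 1.53 in estrus without replicate 4. Fdps, at 50.1 ± 11.3 and 9.62 ± 2.75 CPM, is uncertain because 84.0% of the 3' end of its transcript is shared with Gm3571.

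Macrophage, matrix protease and smooth muscle genes rose from proestrus to estrus. All 10 macrophage genes were higher, with a median log2 fold change of 1.25 (camera, Benjamini-Hochberg adjusted p = 6.58e-10, all 3 estrus samples above all 3 proestrus samples), and 9 were called over all genes and 10 when adjusted over the list alone. In the F test 8 differed, and 10 when adjusted over the list alone. Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) rose from 20.4 ± 2.90 to 119 ± 27 CPM. Csf1r rose from 55.8 ± 12.0 to 144 ± 19.7 CPM. The 3' end of its transcript is shared in full with Hmgxb3, which overlaps it on the opposite strand, and the value is uncertain. Macrophage genes fell by 0.57 from estrus to metestrus (camera adjusted p = 0.000249), or -0.28 without metestrus replicate 6. They were 0.66 higher in metestrus than in proestrus (camera adjusted p = 0.000249) and fell by 0.93 from estrus to diestrus (camera adjusted p = 0.000548). Their difference of -0.51 between proestrus and diestrus (camera adjusted p = 0.0294) passed 0.05 without proestrus replicate 1 (0.114) or diestrus replicates 3 (0.0612) or 5 (0.0884). Of the 12 matrix protease and inhibitor genes tested, 8 were higher in estrus than in proestrus, with a median of 1.14 (camera adjusted p = 0.000267, all 3 estrus samples higher), and 7 were called both over all genes and when adjusted over the list alone. Over the F test 6 differed, and 7 when adjusted over the list alone, and between metestrus and proestrus the median was 0.79 (camera adjusted p = 0.000548), or 0.39 without metestrus replicate 5. Mmp7 (ENSMUSG00000018623, chromosome 9, 7692090 to 7699585) went from 2.16 ± 1.87 to 82.3 ± 4.31 CPM and Mmp2 (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) from 89.5 ± 16.1 to 252 ± 21.7 CPM. The proestrus mean of Mmp7 was 1.08 CPM without proestrus replicate 2. Smooth muscle genes had a median of 0.53 from proestrus to estrus (camera adjusted p = 0.00941, 8 of 10 higher), which was 0.32 without estrus replicate 3 (camera adjusted p = 0.0673). From estrus to metestrus they fell by 0.34 (camera adjusted p = 0.0158), or -0.15 without estrus replicate 3 (camera adjusted p = 0.135), and the call was lost without metestrus replicate 5 too (0.0834). In the F test 6 of the 10 differed, both over all genes and when adjusted over the list alone, among them Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372), at 752 ± 204 CPM in proestrus and 2013 ± 147 in estrus.

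All 11 epithelial genes differed in the F test, both over all genes and when adjusted over the list alone. Their median was 1.54 higher in proestrus than in diestrus (camera, Benjamini-Hochberg adjusted p = 7.38e-14, 10 of 11 genes higher, all 3 proestrus samples above all 3 diestrus samples). It fell by 1.11 from estrus to metestrus (camera adjusted p = 2.23e-09, 0 of 11 genes higher), by 1.02 from proestrus to metestrus (camera adjusted p = 1.69e-08) and by 1.47 from estrus to diestrus (camera adjusted p = 1.68e-10, 11 of 11 called), and between proestrus and estrus it differed by 0.02 (camera adjusted p = 0.673). The fall of 0.49 from metestrus to diestrus (camera adjusted p = 0.000116) was -0.20 without metestrus replicate 5 (camera adjusted p = 0.082). Elf3 (ENSMUSG00000003051, chromosome 1, 135253575 to 135258568) measured 254 ± 33.4, 311 ± 33.6, 56.8 ± 38.2 and 20 ± 3.52 CPM in the order of the cycle. Of the gland list 2 of 7 genes were tested, Cxcl15 and Foxa2 (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969), and both differed in the F test over all genes and when adjusted over the list alone. Foxa2 rose from 1.94 ± 1.80 CPM in proestrus to 11.4 ± 3.45 in diestrus, its F test was past 0.05 without any of 5 libraries (adjusted p up to 0.105 without diestrus replicate 4) and with counts scaled from TPM (0.051), and its proestrus mean was 1.14 CPM without replicate 3. As a list the pair was lower in proestrus than in diestrus (median with bounds -3.35, camera adjusted p = 4.24e-05) and higher in metestrus than in proestrus (1.78 with bounds, 0.0064), in diestrus than in metestrus (1.58, 0.00423) and in diestrus than in estrus (2.85, 0.0254). The call between diestrus and metestrus was lost in 5 of the 12 fits that left out 1 library (up to 0.173 without metestrus replicate 5), and that between diestrus and estrus without diestrus replicate 4 (0.0504). In 10 of the 12 fits, all but those without metestrus replicate 7 or diestrus replicate 4, the gene Spink1 also passed the filter and joined the list, and the 5 lost calls were among these. Over Cxcl15 and Foxa2 alone the median between diestrus and metestrus stayed between 1.45 and 2.12 in these 10 fits. All 3 samples of one stage lay past all 3 of the other in each of the 4 contrasts. Endoplasmic reticulum folding genes fell by 0.28 from metestrus to diestrus (camera adjusted p = 0.024, 0 of 13 genes higher), and that call was lost without metestrus replicate 7 (median -0.04, 0.5) or diestrus replicate 3 (0.126). In that contrast 0 of the 13 genes were called, over all genes or adjusted over the list alone. The median was -0.47 without metestrus replicate 6, and 2 of the 13 genes differed in the F test and when adjusted over the list alone, namely Pdia6 and Ddit3. The F-test call of Pdia6 was lost in 4 of the 12 fits (up to 0.101 without estrus replicate 5) and that of Ddit3, which overlaps Mars and is uncertain, in 2 (up to 0.077 without estrus replicate 3).

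Immune cell lists other than macrophages gave few tested genes at this depth. Of 12 neutrophil genes 4 were tested and S100a9 differed in the F test over all genes, with 1 when adjusted over the list alone. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) stood at 10.7 ± 13.6 CPM in estrus and 10.9 ± 8.71 in diestrus (edgeR F test, Benjamini-Hochberg adjusted p = 0.0458), values held up by single libraries since the means were 2.93 CPM without estrus replicate 4 and 6.97 without diestrus replicate 5. The adjusted p was over 0.05 in 9 of the 12 fits that left out 1 library, up to 0.0981 without proestrus replicate 2, and 0.06 with counts scaled from TPM. The neutrophil list rose from metestrus to diestrus with a median of 1.91, or 1.82 with bounds (camera adjusted p = 0.0156, 4 of 4 genes higher). It lost that call without metestrus replicate 5 (0.0667), metestrus replicate 7 (0.0715) or diestrus replicate 5 (0.0766), and the median was 3.21 without metestrus replicate 6. Of 12 lymphocyte and natural killer genes 3 were tested, with 0 called in the F test over all genes or adjusted over the list alone and 0 at an unadjusted p under 0.05. Of 6 eosinophil genes only Alox15 was tested, and it did not differ (adjusted p = 0.238; 15.2 to 24.3 CPM over the stages). Of the 14 fibrillar matrix genes, 3 differed in the F test and 3 when adjusted over the list alone, and no contrast of the list passed 0.05 (smallest camera adjusted p = 0.204). Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) fell from 168 ± 26.8 CPM in estrus to 36.8 ± 3.47 in diestrus, and Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) rose from 86.1 ± 30.3 in proestrus to 319 ± 16.1 in estrus.

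The technical lists asked whether tissue from outside the uterus, blood, time of day or handling left a mark. Of 9 ovary genes 0 passed the filter on counts, and of 7 adipocyte genes 1 did, without a difference between stages. Of the 7 oviduct genes 2 were tested, and 1 differed in the F test and when adjusted over the list alone, with no contrast of the list past 0.05 (smallest camera adjusted p = 0.114). That gene was Ovgp1 (ENSMUSG00000074340, chromosome 3, 105973711 to 105987423), at 44.8 ± 4.58 CPM in estrus and 14.5 ± 5.57 in proestrus (edgeR F test, Benjamini-Hochberg adjusted p = 0.0344, higher in 3 of 3), and the call was lost in 6 of the 12 fits that left out 1 library (up to 0.122 without estrus replicate 4). The other oviduct gene tested, Ccdc39, is uncertain because the 3' end of its transcript is shared in full with Ttc14. Of 12 stratified squamous epithelium genes 2 were tested and of 5 red blood cell genes 3, with 0 called in the F test over all genes or adjusted over the list alone, 0 of them at an unadjusted p under 0.05, and no contrast past 0.05 (smallest camera adjusted p = 0.673 for squamous epithelium and 0.056 for red blood cells). Without metestrus replicate 5, however, the red blood cell genes Hba-a2 and Hbb-bs were both called in the F test (adjusted p = 0.0038 and 0.0227, against 0.205 and 0.229 with all samples). Both are uncertain, since 93.3% and 66.2% of the 3' end of their transcripts is shared with other globin genes. Of 6 skeletal muscle genes 3 were tested and all 3 differed in the F test and when adjusted over the list alone. The F-test call of Acta1 was lost in 8 of the 12 fits that left out 1 library (up to 0.123 without diestrus replicate 5) and that of Ckm in 4 (up to 0.151 without estrus replicate 5). The list rose from metestrus to diestrus with a median of 1.31 (camera adjusted p = 0.000727, 3 of 3 genes and all 3 diestrus samples higher), while 0 of the 3 were called over all genes in that contrast and 2 were when adjusted over the list alone. Of the 13 circadian clock genes 11 were tested, 1 of which, Nr1d1, differed in the F test (adjusted p = 0.0281, over 0.05 in 6 of the 12 fits that left out 1 library and up to 0.135 without estrus replicate 5) and 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Of the 3' end of the Nr1d1 transcript, 50.9% is shared with Thra, and the smallest camera adjusted p of the list was 0.679. Of 10 immediate early genes 8 were tested, and all 8 were higher in estrus than in proestrus with a median of 0.87 (camera adjusted p = 0.0198, all 3 estrus samples higher), which was 0.63 without proestrus replicate 1 (0.0693) and 0.64 without estrus replicate 4 (0.056). In the F test 2 of the 8 differed, Junb and Atf3, and 3 when adjusted over the list alone. The call of Atf3 was lost in 6 of the 12 fits that left out 1 library (up to 0.182 without estrus replicate 5) and that of Junb in 4 (up to 0.0847 without estrus replicate 4).

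The receptors for the hormones that drive the cycle differed in how they behaved. The estrogen receptor gene Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614) measured 292 ± 29.5, 234 ± 24.3, 235 ± 46.3 and 230 ± 19.2 CPM in the order of the cycle (SD, n = 3), without a difference in the edgeR F test (Benjamini-Hochberg adjusted p = 0.238). The progesterone receptor gene Pgr (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611) fell from 258 ± 32.6 CPM in proestrus to 76.8 ± 4.88 in estrus, a log2 fold change of -1.75 ± 0.28 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00154, lower in 3 of 3), and stood at 196 ± 77.6 in metestrus and 214 ± 79.9 in diestrus. From estrus to metestrus its log2 fold change was 1.35 ± 0.28 (adjusted p = 0.0117, higher in 3 of 3).

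A large share of each library lay on a few transcripts with long runs of A or T. The 204 transcripts with an uninterrupted run of 30 or more, 0.175% of the 116640 matched transcripts, held 14% (estrus replicate 5) to 22.4% (metestrus replicate 6) of the estimated counts. A transcript of Gnaz with a run of 33 held 5.07% to 9.61% of a library, and one of the olfactory receptor gene Olfr907 held 2.14% on average. Mean shares were 19.9 ± 0.884% in proestrus, 17.1 ± 4.05% in estrus, 20.2 ± 2.09% in metestrus and 18.8 ± 2.01% in diestrus (SD, n = 3), without a detected difference between stages (pseudo-F 0.905, exact permutation p = 0.479 over all partitions of the 12 samples). Leaving these transcripts out, a choice made after the data had been seen, gave 2811 genes in the F test in place of 2793.

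**Figure D5:**
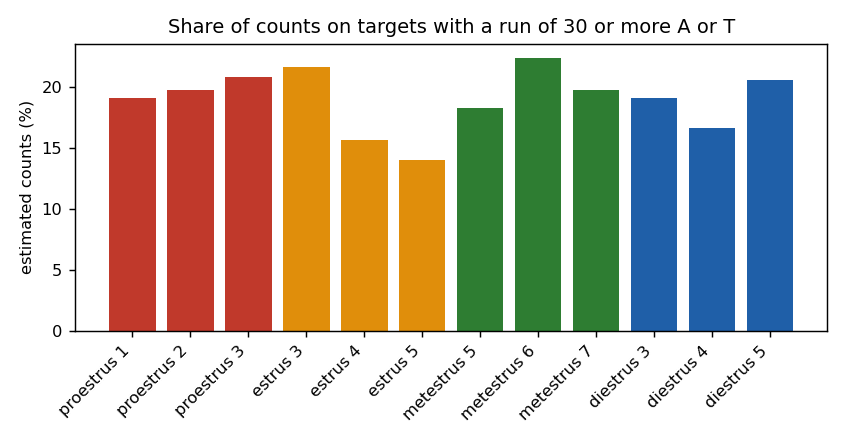
Share of each uterus's estimated counts (vertical axis, percent) on transcripts with an uninterrupted run of 30 or more A or T, with 1 bar per uterus coloured by stage. The bars run from 14% in estrus replicate 5 to 22.4% in metestrus replicate 6, and the stages overlap.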

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

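None of the tests in this part was chosen after its result was seen. The 2774 transcripts that the GENCODE M21 annotation did not hold were left out of every comparison, yet they carried counts above the limit that a count of 0 allows. They held on average 0.711% of a sample's estimated counts, and 721 of them had 3 or more counts in at least 1 sample. Transcripts added in a later release were weighed as the source of these counts. Only 38.5% of the counts lay on identifiers numbered above the highest of the release, on 1013 transcripts, which argues against additions as the main source. Identifiers withdrawn between releases, or a transcript set drawn from another source, could hold the rest, and neither was tested. No biological explanation was tested either.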

How the results depend on the processing

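The alternative that left out transcripts with long runs was chosen after the data were seen, and all others were fixed earlier. The 98 results compared with and without those transcripts all kept their direction and their side of the threshold. With library totals in place of TMM factors, 97 of 98 did, the other being proliferation genes between diestrus and metestrus (adjusted p = 0.0581). DESeq2 kept 56 of 57 calls of named genes, and counts scaled from TPM kept 50 of 57. In the fits that left out 1 library, 45 of the 57 held every time and 12 did not. The 57 did not hold every call of a named gene, since more than 12 losses are described above. Lost calls from the technical lists were those of Ovgp1, Acta1, Ckm, Nr1d1, Junb and Atf3 in the F test.

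Among the numbers of genes, that of the F test moved to 1844 when a mean of 50 counts was asked for, and those of diestrus against estrus and proestrus against diestrus to 1811 and 670, since fewer genes were tested. Asking for at least a 2-fold change as well left 1082 genes for estrus against proestrus, 504 for metestrus against estrus, 682 for proestrus against diestrus, 329 for metestrus against proestrus and 1456 for diestrus against estrus, by construction. The contrasts with metestrus moved most. Metestrus against estrus gave 561 genes with limma-voom and sample quality weights, 592 with counts scaled from TPM and 299 with only the 6 samples of the 2 stages. Metestrus against proestrus gave 936 without a filter, 203 with limma-voom, 270 with counts scaled from TPM and 42 with 6 samples. Diestrus against metestrus gave 256 without a filter, 153 with DESeq2, 9 with limma-voom, 7 with counts scaled from TPM and 0 with 6 samples. The fits to 6 samples gave more genes than the fit to all samples in the other 3 contrasts, 2788 for estrus against proestrus, 1463 for proestrus against diestrus and 3242 for diestrus against estrus. Limma-voom with weights also gave more genes in those 3 contrasts, 2822, 1437 and 3441. Its weights were lowest for the metestrus samples (0.549, 0.792 and 0.559, against 0.828 or more in the other stages). The fit to all samples shared 1 estimate of the spread, which may be too small for metestrus and too large for the other stages. Numbers of genes in contrasts with metestrus may therefore be too high, and those in the other contrasts too low. The cause was not tested directly for any of these. The number of genes highest in metestrus was 98 with library totals, and the cause was not tested.

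Over the 12 fits that each left out 1 library, the F test gave 1908 to 3428 genes, estrus against proestrus 1103 to 2413, metestrus against estrus 339 to 1364, diestrus against metestrus 5 to 173, proestrus against diestrus 519 to 1281, metestrus against proestrus 78 to 1080 and diestrus against estrus 1913 to 3146. Genes highest in proestrus numbered 402 to 859, in estrus 847 to 1545, in metestrus 81 to 377 and in diestrus 474 to 839. The separation of stages ran from a pseudo-F of 3.53 to 5.22, and the list tests under 0.05 from 39 to 54. Of the 41 list calls, 30 held in all 12 fits, 10 were lost in at least 1, and 1 reversed. The reversed one was the median of proliferation genes between diestrus and metestrus, 0.12 with all samples and -0.24 without metestrus replicate 5, and the cause was not tested. With the correlation estimated from each list 0 of the 41 list calls remained, and the cause was not tested. Under fry 28 remained and 13 were lost, with the same medians by construction.

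A replicate block, which treats equal title numbers in diestrus and estrus as paired, gave 2935 genes against 3242 in the same 6 samples without it, and 8 list calls either way. Correlations of the within-stage deviations of equally numbered samples were -0.043, 0.013 and -0.017.

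The depth limits what can be said of scarce transcripts. Between 1.37 and 1.83 CPM a gene was not told from an undetected one in a library, and most neutrophil, lymphocyte, gland, oviduct and ovary genes of the lists fell below the filter.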

Other observations

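Of the tests in this part, those of long runs, depth, the estrus-to-diestrus axis and summed counts for the metestrus spread, and those of Pdia6 and Tmem140, were chosen only after the result was seen. The hypoxia-inducible and NF-kappaB lists were drawn up after gene results had been seen, though before the lists were tested, and the members of the clock score were not fixed in advance.

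Transcripts with a run of 30 or more A or T held up to 22.4% of a library. If reads of poly(A) sequence land on whatever transcript holds such a run, receptor genes that a uterus is not known to use should carry counts only where they hold one. Of 4294 olfactory and vomeronasal receptor transcripts, 34 had such a run, and these 34 held 94.2% of the counts of the families, or 18521 against 9.08 per transcript. That is in line with reads of poly(A) sequence. The counts were uneven over the 34, since transcripts of Olfr907 and Vmn1r13 alone held on average 2.14% and 0.412% of a library. The mean per transcript therefore does not describe each of the 34, and Olfr907 had already been named for its large share. Whether stage changes the share of a library on long runs stays open with 3 uteri per stage (exact permutation p = 0.479). Genuine transcription of the 34 was not tested apart from this. Counts of such genes, among them Gnaz, may therefore not measure expression.

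The metestrus samples lay farther apart than those of other stages, with a mean distance of 46.3 against at most 34.1. Removing the long-run transcripts left 46.3, thinning all libraries to the smallest total left 45, and removing the axis from estrus to diestrus left 43.3, against at most 34.0, 33.2 and 33.5 in the other stages. None of the 3 could therefore be the whole cause. The 3 animals sat at different points of that axis, at 0.44, 0.76 and 0.80 with estrus at 0 and diestrus at 1. Metestrus replicate 5 was closer to the estrus (43.6) and proestrus (45.7) samples than to its own stage (47.5). Replicate 7 was closer to diestrus (40.9 against 46.4), and replicate 6 closer to diestrus (37.5) and proestrus (37.9) than to its own stage (45.1). Tissue from outside the uterus and blood were weighed with the technical lists. With genes over 2-fold apart between metestrus samples set aside, 1 of 6 pairs of list and sample lay outside the range of the 9 other samples, where chance gives 1.2. That step left 1 gene each of the oviduct and squamous epithelium lists. It also removed the very genes by which a metestrus sample would stand out, so this count cannot decide the question. By summed counts 2 of 18 lay above the range of the 9 other samples, where chance gives 1.8, and with all tested genes 6 of 15 lay outside and 2 above, where chance gives 3. The pairs above were red blood cell genes in replicate 6 (1383 against at most 1053 CPM) and squamous epithelium genes in replicate 5 (29.7 against at most 25.4 CPM). So few pairs cannot be told apart from chance, and outside tissue stays open. A wrongly assigned stage and differences between animals of an outbred stock could also play a part, and neither was tested.

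Few genes differed between diestrus and metestrus, and the spread of metestrus is a candidate reason. Leaving out 1 metestrus sample should then raise the number, and it rose from 27 to as many as 173. Without metestrus replicate 5 it was 12, so that the gain depended on which sample was left out.

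Several genes of oxygen and inflammatory responses stood high in estrus, and 2 lists were drawn up without the genes that had prompted them. Of 21 hypoxia-inducible genes tested, 20 were higher in estrus than in proestrus, with a median log2 fold change of 0.81 (camera, Benjamini-Hochberg adjusted p = 7.39e-10, fry 3.21e-06, 14 called over all genes and 14 when adjusted over the list alone, all 3 estrus samples higher). Of 14 NF-kappaB target genes, 13 were higher, with a median of 1.36 (camera adjusted p = 1.8e-10, fry 6.34e-06, 11 called over all genes and 11 when adjusted over the list alone, all 3 estrus samples higher). Both fell again from estrus to metestrus, by 0.77 and 1.03 (camera adjusted p = 2.66e-12 and 3.46e-11). The values are consistent with both programmes being on in estrus. Handling of the tissue at dissection could raise the same genes, and the immediate early list rose in the same contrast (camera adjusted p = 0.0198, fry 0.0545), so handling stays open beside a response of the cycling tissue. Because the genes were picked from the same 12 samples, the lists say how wide the pattern was and do not test it independently.

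Collection of stages at different times of day was weighed with a clock score, the mean of evening-phase less that of morning-phase genes. Its stage means were 0.16 in proestrus, 0.59 in estrus, -0.17 in metestrus and -0.59 in diestrus (pseudo-F 3.61, exact permutation p = 0.0753). The members of the score had not been fixed in advance, and with 2 other sets p was 0.121 and 0.128. With 3 animals per stage and no hour in the labels, time of day cannot be told apart from stage.

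Bias of GC content or transcript length might create differences between stages. After a correction per sample for GC content 2789 genes differed in the F test, and after one for length 2713, in place of 2793, which argues against either as the cause.

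Genes that overlap on opposite strands could trade reads if strand was not used. Of 765 such pairs, 2.48% had within-stage deviations correlated below -0.7, against 2.28% on average and at most 4.18% in 1000 draws of random pairs (permutation p = 0.391). For Pdia6 the sum with Atp6v1c2 still rose 24.9-fold from proestrus to estrus, and for Tmem140 the sum with Cyren rose 5.02-fold, so trading of reads does not account for either rise. The shared sequence of Tmem140 and Cyren stays a possible influence on how large that rise is.

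Chance in how samples fall into groups was weighed by regrouping them. Of 100 groupings of the 12 samples into 4 sets of 3, that by stage alone gave as many as 2793 genes in the F test, and the next largest number was 1276. For each pair of stages 10 groupings of 6 samples exist, and that by stage was the 1 with the most calls in all 6 contrasts. The next largest numbers were 3 for diestrus against metestrus, 1 for metestrus against proestrus and 0 for the other 4. A share of 1 in 10 is the smallest that 6 samples allow, so this count cannot settle the question for single contrasts.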
